# Intercenter reliability and validity of the rhesus macaque GeneChip

**DOI:** 10.1186/1471-2164-8-61

**Published:** 2007-02-28

**Authors:** Fenghai Duan, Eliot R Spindel, Yu-Hua Li, Robert B Norgren

## Abstract

**Background:**

The non-human primate (NHP) research community has been intensely interested in obtaining whole-genome expression arrays for their work. Recently, novel approaches were used to generate the DNA sequence information for a rhesus GeneChip. To test the reliability of the rhesus GeneChip across different centers, RNA was isolated from five sources: cerebral cortex, pancreas, thymus, testis, and an immortalized fibroblast cell line. Aliquots of this RNA were sent to each of three centers: Yerkes National Primate Research Center, Oregon National Primate Research Center and the University of Nebraska Medical Center. Each center labeled the samples and hybridized them with two rhesus macaque GeneChips. In addition, rhesus samples were hybridzed with human GeneChips to compare with samples hybridized with the rhesus GeneChip.

**Results:**

The results indicate that center effects were minimal and the rhesus GeneChip appears highly reliable. To test the validity of the rhesus GeneChip, five of the most differentially expressed genes among tissues identified in the reliability experiments were chosen for analysis with Quantitative PCR. For all 5 genes, the qPCR and GeneChip results were in agreement with regard to differential expression between tissues. Significantly more probesets were called present when rhesus samples were hybridized with the rhesus GeneChip than when these same samples were hybridized with a human GeneChip.

**Conclusion:**

The rhesus GeneChip is both a reliable and a valid tool for examining gene expression and represents a significant improvement over the use of the human GeneChip for rhesus macaque gene expression studies.

## Background

The non-human primate (NHP) research community has been intensely interested in obtaining whole-genome expression arrays for their work. The recent production of a rhesus macaque GeneChip (Affymetrix, Santa Clara, CA) now satisfies this need [1].

Novel approaches were used to generate the DNA sequence information for the rhesus GeneChip. In 2005, when the rhesus macaque GeneChip was in the design stage, the percent of the total genes in the rhesus macaque genome covered by the ESTs was quite small. In addition, the rhesus macaque genome sequences were at an early stage of assembly and with limited redundancy. To overcome these limitations, we used a targeted PCR approach to acquire necessary sequences for the probes for over 5,000 genes [2]. All human last exons were identified and aligned with Probe Selection Region (PSR) sequences obtained from Affymetrix. Primers were designed that flanked the PSRs. These primers were used to amplify orthologous PSRs in rhesus macaques from rhesus genomic DNA. The PCR products were cloned, sequenced and deposited in GenBank. In an *in silico *version of our targeted PCR approach, sequences from an early draft of the Baylor Rhesus Genome assembly were aligned with human PSRs and information for probe design extracted. Using primarily these two sources of sequence information, a whole genome rhesus macaqe expression GeneChip was created by Affymetrix. The targeted acquisition of the 3' gene sequence information used for the production of the rhesus macaque GeneChip is unique among the Affymetrix GeneChips.

The rhesus macaque GeneChip uses 52,000 probesets to monitor the expression of over 47,000 transcripts, including transcripts with multiple polyadenylation sites. Reliability and reproducibility are major issues that must be addressed to successfully apply microarray technology to biomedical experiments [3,4]. They are particularly important when researchers want to compare and integrate microarray experiments from multiple laboratories [5-7]. Due to the time and expense associated with NHP experiments, it is critical that the results generated in one center be comparable with results at another.

Given the novel strategies underlying the design of the rhesus macaque GeneChip, we felt it was important to test its reliability and validity. To test the reliability of the rhesus GeneChip across different centers, RNA was isolated from five sources: cerebral cortex, pancreas, thymus, testis, and an immortalized fibroblast cell line. Two aliquots of RNA from each tissue type were sent to each of three centers: Yerkes National Primate Research Center, Oregon National Primate Research Center and the University of Nebraska Medical Center. Each center labeled the two aliquots individually and hybridized them to two separate rhesus macaque GeneChips. The results indicate that center effects were minimal and the rhesus GeneChip appears highly reliable. To test the validity of the rhesus GeneChip, five of the most differentially expressed genes among tissues identified in the reliability experiments were chosen for analysis with Quantitative PCR. The results indicated the rhesus GeneChip provides valid information.

Prior to the production of the rhesus GeneChip, many investigators used various human expression arrays with rhesus samples [8]. Although useful in obtaining some information, studies indicated that performing these cross-species hybridizations were resulting in the loss of considerable data [9,10]. We wanted to determine whether more probesets would be called present when rhesus samples were hybridized with the rhesus GeneChip in comparison to the human GeneChip. We found the rhesus GeneChip was superior to the human GeneChip for use with rhesus samples in all five tested samples.

## Results

### Quality assessment

Affymetrix GCOS quality control parameters – the background levels, the range of the present percentage, the scaling factor values, the 3'/5' ratios of housekeeping genes and the signal intensities of spiked-in hybridization controls were all within acceptable levels as described by Affymetrix for the data from the cerebral cortex, fibroblast, testis and thymus experiments. 

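RNA from cerebral cortex, immortalized fibroblasts, pancreas, testis and thymus was hybridized with the rhesus macaque GeneChip at Oregon, Nebraska and Yerkes. With 2 aliquots of each RNA per center there were 30 arrays, 10 from each center and 6 from each tissue. The values are on a log2 scale, and 24969 probesets carried 1 gene symbol. The methods state that background was corrected with the MAS procedure, that the arrays of each center were quantile normalized separately and that all 30 arrays were summarized together by RMA. The values used here include these steps, which were not repeated. Mean signal per center was 6.33 at Oregon (10 arrays, 6.317 to 6.333), 6.36 at Nebraska (6.349 to 6.385) and 6.91 at Yerkes (6.898 to 6.927). Center was therefore a term of the limma model over all 30 arrays. A gene was called higher in a tissue when it exceeded each of the other 4 tissues at an adjusted p under 0.05, and differences from the highest other tissue are given on the log2 scale with their standard error (SE). Each gene was represented by the probeset with its highest mean signal. Since each tissue was represented by 1 RNA sample, the limma p-values describe the spread of labeling and hybridization, not that between animals. The exact permutation tests exchanged arrays as if independent, so their p-values also hold differences between tissues and cannot be extended beyond these arrays.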

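GAPDH, a glycolytic enzyme, had a stronger 3' than 5' control probeset in each of these tissues. Its log2 difference averaged 0.82 ± 0.42 (SD, n = 6 arrays) in cerebral cortex, 1.81 ± 0.58 in fibroblast, 0.69 ± 0.29 in testis and 0.47 ± 0.36 in thymus. For ACTB, a cytoskeletal actin, the corresponding means were 0.50 ± 0.25, 2.00 ± 0.55, 0.74 ± 0.34 and 0.24 ± 0.44. The fibroblast arrays from Nebraska stood at 2.52 for GAPDH and 2.62 for ACTB (n = 2 arrays each). Of 6 housekeeping genes measured, 4 were higher in 1 tissue than in every other (5 when adjusted over the list alone) and none of them by a log2 difference of 2. The largest of these differences were 0.97 (SE 0.14) for YWHAZ in cerebral cortex and 0.60 (SE 0.08) for HPRT1 in testis, and after quantile normalization of all 30 arrays GAPDH no longer passed and ACTB did. The hybridization controls stood in the order BioB, BioC, BioD and Cre on all 30 arrays. Over their 27 probesets the mean was 9.78 ± 0.34 (SD, n = 10 arrays) at Oregon, 10.49 ± 0.31 at Nebraska and 10.45 ± 0.14 at Yerkes. The poly-A controls Dap, Lys, Phe and Thr, which the standard protocol adds before labeling, averaged 4.71 ± 0.21 at Oregon, 7.60 ± 0.65 at Nebraska and 7.82 ± 0.54 at Yerkes over 36 probesets. The Trpn control was at 4.77 ± 0.23, 4.64 ± 0.24 and 5.30 ± 0.20. These values come from the RMA signals and not from GCOS.

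**Figure D1:**
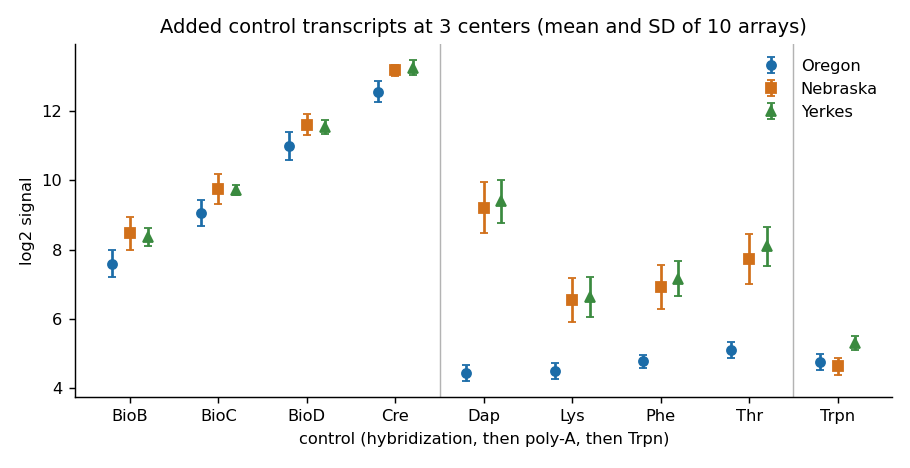
Log2 signal of each added control (y axis) by control (x axis) and center, as the mean and SD of 10 arrays. The 4 poly-A controls lie between 4.44 and 5.11 at Oregon and between 6.54 and 9.39 at the other centers.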

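In pancreas, the 3' control probeset exceeded the 5' one by 1.58 ± 0.49 (SD, n = 6 arrays) for GAPDH and by 1.81 ± 0.47 for ACTB on the log2 scale. Over the 3 centers together, fibroblast alone lay above pancreas for each gene, at 1.81 and 2.00. This order came from Nebraska, where GAPDH and ACTB averaged 1.03 and 1.3 in pancreas and 2.52 and 2.62 in fibroblast. At Oregon the order was reversed, with 2.13 and 1.99 in pancreas and 1.4 and 1.42 in fibroblast. At Yerkes pancreas was slightly higher, at 1.6 and 2.13 against 1.5 and 1.97 (n = 2 arrays each). The mean over both genes was 1.70 in pancreas and 0.91 on the 24 arrays of the other tissues (exact permutation test, two-sided, p = 0.0151). Within centers, this mean was 2.06 in pancreas and 1.10 in the other tissues at Oregon (exact permutation p = 0.0222), 1.17 and 0.94 at Nebraska (exact permutation p = 0.844) and 1.86 and 0.70 at Yerkes (exact permutation p = 0.0444). After quantile normalization of all 30 arrays together the difference was 0.70 (exact permutation p = 0.0597). These tests treated arrays of a tissue as independent, although they are aliquots of 1 RNA. Of genes of red blood cells, all 4 measured were higher in pancreas than in every other tissue (4 when adjusted over the list alone), by 1.14 (SE 0.09) for the hemoglobin gene HBA, 0.96 (SE 0.08) for HBB, 0.59 (SE 0.09) for AHSP and 0.43 (SE 0.07) for ALAS2. The sperm genes ODF1 and PRM1 were higher in pancreas too, by 0.62 and 0.42, so AHSP and ALAS2 did not stand out. Without a center term these 4 no longer passed, although their differences were unchanged. Scaling factors were not analysed here.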

The scaling factor (Table 1) and the NUSE value (Figure 1) indicated that the data from the experiments involving pancreas samples was of lower quality than the experiments involving the other four tissues. The scaling factors of the pancreas arrays were larger than any of the other samples for each lab and some of the scaling factors for the pancreas results were three fold larger than the average, which is above the tolerance threshold suggested by Affymetrix. The NUSE medians and the interquartile ranges (IQR) of the pancreas arrays were larger than those of the other arrays, indicating that the data from the pancreas arrays should be treated with caution.

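Digestive enzymes dominated the pancreas arrays. All 14 genes of acinar cells that were measured were higher in pancreas than in every other tissue (14 when adjusted over the list alone), each by a log2 difference of at least 2. PNLIP, the pancreatic lipase, was at 14.23 ± 0.23 (SD, n = 6 arrays), where testis, the next tissue, was at 5.62, and the carboxypeptidase genes CPA1 and CPB1 were 8.29 (SE 0.07) and 8.17 (SE 0.09) above their next tissue. The smallest difference of the list was 2.98 (SE 0.08) for the phospholipase gene PLA2G1B, which was at 14.49 in pancreas and 11.51 in testis. Of 6 islet genes, 4 were higher in pancreas (4 when adjusted over the list alone), led by GCG, the glucagon precursor, at 7.79 (SE 0.10) and G6PC2 at 1.57 (SE 0.08). PCSK2 and PAX6 lay below cerebral cortex, with differences of -0.65 and -0.28. Of 5 duct genes, 1 was higher in pancreas (1 when adjusted over the list alone), the chloride channel CFTR, by 1.92 (SE 0.17), and 2 after quantile normalization of all 30 arrays, with SPP1, and KRT7 was 6.84 in pancreas and 9.58 in thymus. The interquartile range (IQR) of relative log expression, the deviation of each probeset from its median over all 30 arrays, averaged 0.668 ± 0.060 (SD, n = 6) on the pancreas arrays and 0.476 on the other 24 (exact permutation test, two-sided, p = 6.74e-06). Within Oregon, Nebraska and Yerkes it was 0.639, 0.622 and 0.743 in pancreas and 0.473, 0.467 and 0.489 in the other tissues (exact permutation p = 0.0222 at each center, the smallest that 2 arrays against 8 allow). Taken from the median of the arrays of the same tissue, the IQR of the pancreas arrays was 0.260. It differed from that of the others by 0.004 (exact permutation p = 0.934). These tests too treated arrays of a tissue as independent.

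**Figure D2:**
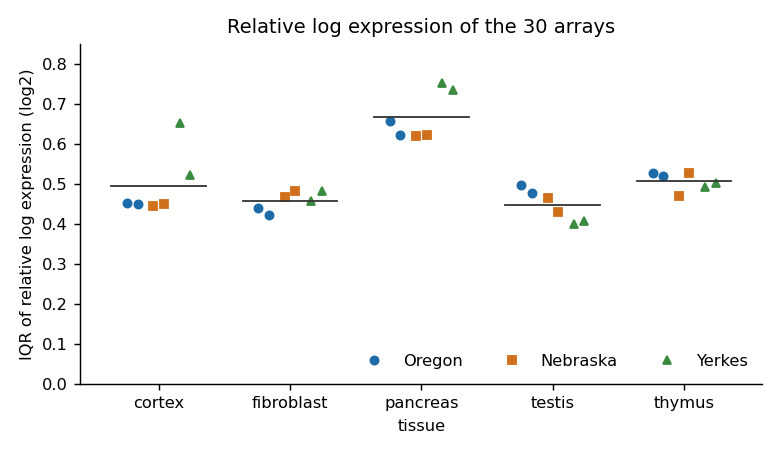
IQR of relative log expression (y axis, log2) of each of the 30 arrays by tissue (x axis) and center, with the mean of each tissue as a line. The pancreas arrays lie between 0.620 and 0.751, and the highest array of another tissue, from cerebral cortex at Yerkes, at 0.653.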

### Correlation analysis

Correlation analysis is useful for detecting outlier arrays and can provide valuable information about phenotypic characteristics of the data (e.g., replicate, tissue). Figure 2 presents a heat map of array-array correlation coefficients for the rhesus data, where the Spearman rank correlation coefficient was computed to quantify the degree of similarity between each pair of arrays. This plot was generated using the Bioconductor library *affyQCReport *[11]. 

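Cerebral cortex and thymus gave the least similar arrays, and each was marked by genes of its own cells. Of 10 neuron genes measured, 9 were higher in cerebral cortex than in every other tissue (9 when adjusted over the list alone), among them the calcium sensor VSNL1 (6.43, SE 0.07), NRGN (5.89, SE 0.09) and the synaptic vesicle gene SYT1 (5.87, SE 0.08). The exception was ENO2, at 7.81 ± 0.12 (SD, n = 6 arrays) in cerebral cortex and 11.50 in fibroblast. Of 10 glia genes, 7 were higher (8 when adjusted over the list alone), including the myelin gene MBP (7.19, SE 0.09), the astrocyte filament GFAP (4.72, SE 0.09) and the glutamate transporter SLC1A2 (4.05, SE 0.07). ALDH1L1 differed by -0.58, and CNP by 0.08 (adjusted p = 1, and 0.00769 after quantile normalization of all 30 arrays). Of 14 thymocyte genes, 13 were higher in thymus (13 when adjusted over the list alone), such as the T cell coreceptor CD8B (4.25, SE 0.07) and the transcription factor TCF7 (4.43, SE 0.09). CD1E was at 11.96 ± 0.32 in thymus and 12.12 ± 0.17 in testis, and for 9 of the 14 genes testis was the next tissue. The smallest Spearman coefficient of all pairs of arrays was 0.691, between aliquot 2 of thymus at Nebraska and aliquot 1 of cerebral cortex at Yerkes. Pairs of these tissues averaged 0.725 (36 pairs, 0.691 to 0.743), and the next lowest mean was 0.752 for pancreas and thymus (0.721 to 0.790). Over the probesets in the upper part of mean signal, 26432 in number, the smallest coefficient was 0.342.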

The smallest correlation coefficient was 0.72, indicating good quality of the data. It was observed that pairs of arrays had stronger correlation within tissues than correlation between tissues regardless of laboratories, showing good reproducibility of the hybridizations across three centers.

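Arrays of the same tissue had a mean coefficient of 0.974 (75 pairs, 0.951 to 0.994) and arrays of different tissues one of 0.791 (360 pairs, 0.691 to 0.869). The difference of 0.184 gave p = 1e-05, the smallest possible in a two-sided permutation test with tissue labels permuted within each center. Between centers the means were 0.971 within tissues and 0.788 between tissues. Testis pairs from different centers averaged 0.979, fibroblast 0.973, cerebral cortex 0.972, thymus 0.972 and pancreas 0.959 (12 pairs each). For each of the 30 arrays, every coefficient with its own tissue was above every coefficient with another. Testis and thymus were the most similar of the different tissues, at 0.854 (36 pairs). Some genes differed between centers in the same RNA. In fibroblast, the antiproliferative gene TOB2 was at 9.62 at Oregon and 7.25 at Nebraska, a log2 difference of 2.37 (SE 0.12, adjusted p = 2.05e-11 from limma), and the chemokine gene CXCL8 differed by 2.19 (SE 0.17). In thymus, the histone chaperone ASF1A and the kinase subunit PIK3R3 were higher at Oregon than at Nebraska by 2.17 (SE 0.11) and 2.16 (SE 0.08). In cerebral cortex, the phosphatase PPM1K was at 7.13 at Oregon and 9.45 at Nebraska. Apart from CXCL8, these differences were not confined to 1 tissue. PPM1K was lower, and TOB2, ASF1A and PIK3R3 were higher, at Oregon than at Nebraska in every tissue, by differing amounts. Per tissue, 326 to 821 probesets differed by at least 1 on the log2 scale between Oregon and Nebraska, 1388 to 4851 between Oregon and Yerkes and 798 to 1553 between Nebraska and Yerkes. The median over the 15 comparisons was 1153, and 275 after quantile normalization of all 30 arrays. A tissue by center interaction was called in 14964 probesets (28.3%). Its median share of variance over all probesets was 3.25%, and 6.4% after that normalization. The median share of variance was 49.4% for tissue and 38.6% for center, and 79.3% and 3.92% after that normalization. Without the pancreas arrays the order was reversed, with 41.7% for tissue and 44.3% for center. From the stronger correlation within tissues the paper concludes that hybridizations were reproducible across centers.

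**Figure D3:**
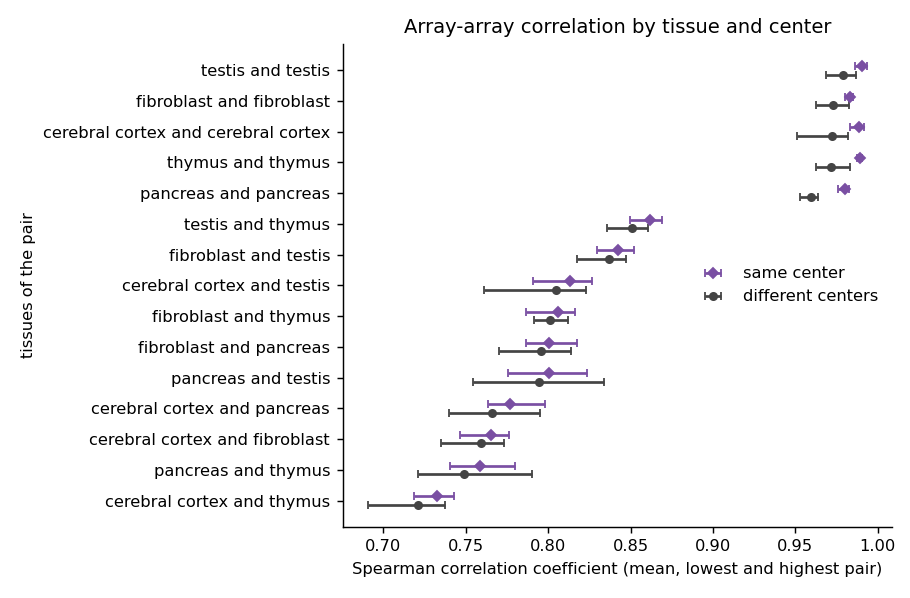
Spearman coefficient (x axis) of pairs of arrays by the tissues of the pair (y axis), with the mean, lowest and highest pair from the same center and from different centers. Pairs of the same tissue lie above 0.951 and pairs of different tissues below 0.869.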

### Precision assessment

In order to assess precision, we plotted the difference between replicate probeset signals to summarize precision for the data. This procedure was done for each tissue, from each laboratory (Figure 3). 

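Between the 2 aliquots of an RNA at a center, the median difference over all probesets lay between -0.0163 in testis at Nebraska and 0.0137 in thymus at Oregon on the log2 scale. The IQR of these differences had a median of 0.236 over the 15 pairs of aliquots. It was smallest for testis at Oregon, 0.145, and largest for cerebral cortex at Yerkes, 0.306. Genes later measured by qRT-PCR differed little between aliquots in their own tissue. In testis, TKTL1 was at 11.48 and 11.46 at Oregon, 11.49 and 11.55 at Nebraska and 11.92 and 11.91 at Yerkes. In thymus, CD8A was at 12.37 and 12.35 at Oregon, 12.29 and 12.36 at Nebraska and 12.67 and 12.66 at Yerkes. GREM1 in fibroblast was at 9.00 and 9.04, 7.15 and 7.17, and 7.95 and 7.82 at these centers. Pancreas pairs had a mean IQR of 0.250 and the other 12 pairs one of 0.220 (exact permutation test, two-sided, p = 0.334). The mean was 0.191 at Oregon, 0.242 at Nebraska and 0.243 at Yerkes (n = 5 pairs each). The share of probesets that differed by at least 1 was between 0.0246% in testis at Yerkes and 0.392% in testis at Nebraska. In the upper part of mean signal the median IQR was 0.178.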

All boxplots were centered around zero and the interquartile range (IQR) values were small, indicating good precision.

### Reliability of the rhesus GeneChip at different centers

One of the basic aims of an expression array experiment is to identify differentially expressed genes (DE genes) between samples. 

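Each tissue carried a set of genes far above the others. With a log2 difference of at least 2 from every other tissue, limma called 1028 probesets in cerebral cortex, 430 in fibroblast, 216 in pancreas, 166 in testis and 520 in thymus. Of these 2360, all were higher at each center and 1940 by at least 2 at each. Among probesets with 1 symbol, the highest mean of each gene taken, the 5 highest in cerebral cortex were the membrane glycoprotein GPM6A (7.30, SE 0.09), MBP, DPYSL3 (6.69, SE 0.08), VSNL1 and GDF6 (6.26, SE 0.12). In fibroblast the metalloproteinases MMP3 and MMP1 were 9.07 (SE 0.09) and 6.20 (SE 0.09) above the next tissue, with SERPINB2, DKK1 and PCOLCE2 at 7.50, 6.62 and 5.66. Of 13 genes of the fibroblast matrix list, 10 were higher in fibroblast (11 when adjusted over the list alone), among them the cytokine gene IL6 (4.68, SE 0.13), TAGLN (4.45, SE 0.07) and LOX (3.36, SE 0.09). COL5A2 and THY1 differed by -0.24 and -3.18. In testis, all 6 genes of somatic cells were higher (6 when adjusted over the list alone), from STAR (2.69, SE 0.07), of Leydig cells, to the Sertoli cell hormone AMH (5.30, SE 0.13). DHRS2, AMBP and APOA1 were 4.49, 4.30 and 4.03 above the next tissue. Of 13 germ cell genes, 5 were higher in testis (5 when adjusted over the list alone), among them DAZL (2.82, SE 0.10) and ZPBP (2.16, SE 0.09). The protamine gene PRM1 and the acrosin gene ACR were at 6.35 and 5.69 in testis and differed by -0.64 and -0.93. The 5 highest in thymus were TRAT1 (4.53, SE 0.11), CD8A, SH2D1A (4.49, SE 0.12), TBATA (4.45, SE 0.07) and TCF7. Of 5 thymic epithelium genes, 3 were higher in thymus (3 when adjusted over the list alone), led by PAX1 (2.56, SE 0.11), and 2 after quantile normalization of all 30 arrays, without AIRE (0.19, SE 0.06), and CCL25 differed by -0.98. Of 7 genes of B and myeloid cells, 3 were higher in thymus (3 when adjusted over the list alone), led by LYZ (3.40, SE 0.09), and CD68 differed by -3.42. With no minimum difference, the counts were 5177, 4750, 11574, 3168 and 5750 in the order given first. The pancreas arrays had the highest medians at each center. At Oregon these were 6.187 and 6.177, and at most 6.053 in the other tissues. The 11574 of pancreas may therefore include weak probesets shifted as a group, which was not tested. In the upper part of mean signal, with the minimum of 2, the counts were 602, 322, 125, 104 and 364.

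**Figure D4:**
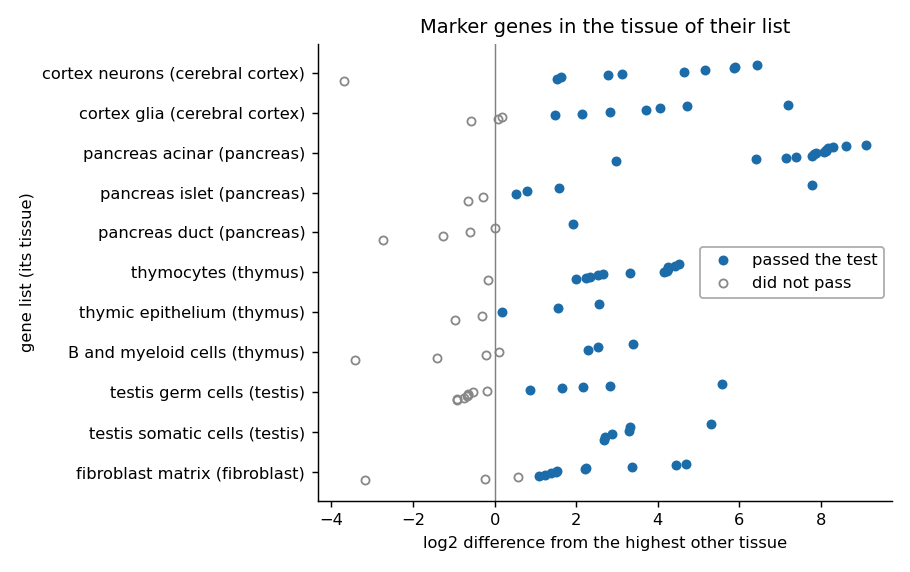
Log2 difference between the tissue of a list and the highest other tissue (x axis) for each measured gene of 11 lists of cell type markers (y axis). Filled points passed the limma test over all probesets. All 14 acinar genes and all 6 testis somatic genes lie to the right of 0.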

In this study, we conducted a "significance analysis of microarrays" (SAM) [12] to identify genes that are differentially expressed across five tissues for each laboratory. We then evaluated the agreement between laboratories in terms of the DE gene identification. Many investigators consider approximately 1% of all probesets to be differentially expressed [5,13]. We therefore examined the 500 most differentially expressed probesets out of 52,000 (figure 4). The overall agreement between laboratories is 71% (355/500). 

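PLA2G1B, a phospholipase of the pancreas, ranked 1 at each center. PNLIP ranked 17 at Oregon, 6 at Nebraska and 3 at Yerkes, CPA1 33, 4 and 12, and CLPS, the colipase, 31, 15 and 6. MMP3 was the only gene of fibroblast among the 10 with the lowest sum of ranks, at 7, 9 and 4, and the other 9 were highest in pancreas. Of the 355 shared probesets, 135 were highest in cerebral cortex, 68 in thymus, 64 in pancreas, 62 in fibroblast and 26 in testis. Their median log2 range over the tissues was 6.33, and that of the 161 probesets in only 1 list was 5.20. SAM was run for each center on its 10 arrays, and the constant s0 was estimated as in the SAM manual. The estimate was the highest value of the gene-specific standard deviation, 1.07 at Oregon, 1.48 at Nebraska and 1.10 at Yerkes. With s0 at the median standard deviation 203 probesets were shared, with limma's moderated F 216 and with s0 at 0 the lists shared 37.

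**Figure D5:**
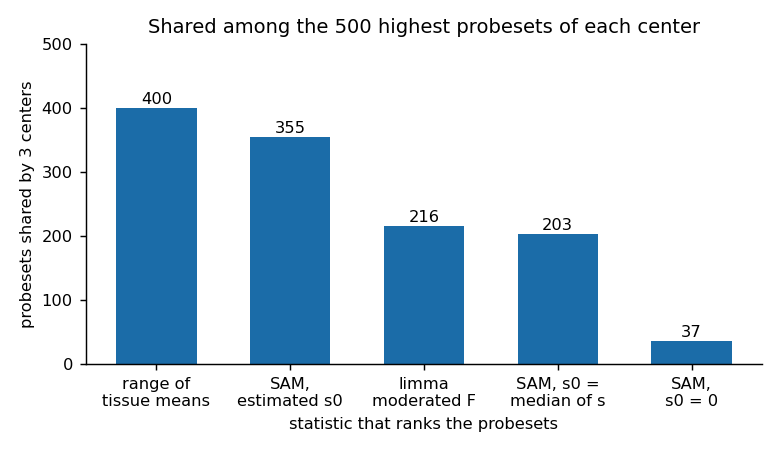
Number of probesets that the 500 highest of all 3 centers share (y axis) for 5 ranking statistics (x axis). The bars stand at 400, 355, 216, 203 and 37.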

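Oregon and Nebraska shared 390 of their 500 highest probesets (78.0%), Oregon and Yerkes 418 (83.6%) and Nebraska and Yerkes 394 (78.8%). Of the 161 probesets found in the list of only 1 center, 72 were highest in cerebral cortex, 34 in thymus, 32 in fibroblast, 13 in pancreas and 10 in testis. Genes of cerebral cortex thus made up 44.7% of these and 38.0% of the probesets shared by all centers, and genes of pancreas 8.1% and 18.0%. Lists ranked by the range over the tissues, from a single aliquot of each tissue, shared 451.3 probesets on average within a center (3 pairs of lists, 441 to 463) and 419.3 between centers (12 pairs, 410 to 432). With s0 at 0, the 3 pairs of centers shared 80, 117 and 105 probesets.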

The agreement between any two laboratories is slightly higher with the values around 80% (from 0.78 to 0.84).

To further assess the reproducibility across laboratories, we drew a correspondence at the top (CAT) plot [5]. A CAT curve is created by plotting the proportion of genes in common between Centers against the number of DE genes. A CAT plot provides more information than a Venn diagram because it shows the "dynamic" agreement between two or more Centers. Figure 5 displays the CAT plot of DE genes for the three Centers. The values of agreement at the sizes 100, 200, 300, 400 and 500 are 0.73, 0.71, 0.68, 0.69 and 0.71, respectively.

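At these sizes the 3 lists had 73, 142, 204, 276 and 355 probesets in common. Among the 10 symbols with the lowest sums of ranks, LOC694691 and LOC716882 ranked 9, 8 and 23, and 4, 20 and 27, at Oregon, Nebraska and Yerkes, and the acinar genes CUZD1 and CELA3B 12, 13 and 24, and 32, 14 and 17. At size 100 the share fell to 0.46 without either of the pancreas arrays from Oregon, and 346 and 348 probesets were then shared at size 500. Without all pancreas arrays the share was 0.57 at size 100, and 362 probesets were shared at size 500. Ranked by the range of the tissue means, the proportions were 0.85, 0.805, 0.803, 0.788 and 0.80. By limma's moderated F they were 0.31, 0.355, 0.38, 0.398 and 0.432, and with s0 at 0 between 0.01 and 0.074.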

### Validation of the rhesus GeneChip

To validate the rhesus macaque GeneChip using a different measure of gene expression, five genes, each of which was highly expressed in one tissue, were chosen for quantitative real-time PCR (qRT-PCR) analysis (Figure 6). A gene's relative expression (e.g., fold change measurements between two tissues) is commonly used as the metric for the validation purpose [5,14,15].

The performance of the Affymetrix rhesus array and the qRT-PCR assay were compared in terms of each gene's relative expression (i.e., log2 fold change) between tissues (Figure 6). For each selected gene, the fold change represents the ratio of the expression of the gene in its highly-expressed tissue to its expression in each of the other tissues. 

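In testis, TKTL1, a transketolase-like gene of germ cells, was at 11.63 ± 0.22 (SD, n = 6 arrays) and exceeded cerebral cortex, fibroblast, pancreas and thymus by log2 fold changes of 5.61, 5.58, 5.79 and 5.69 (SE 0.06 each). In thymus, CD8A, a coreceptor of T cells, was at 12.45 ± 0.17 and exceeded fibroblast by 6.53, cerebral cortex by 5.91, pancreas by 5.56 and testis by 4.52 (SE 0.06 each). In fibroblast, GREM1, an antagonist of bone morphogenetic proteins, was at 8.02 ± 0.84 and exceeded thymus by 2.19, testis by 2.18, cerebral cortex by 1.84 and pancreas by 1.54 (SE 0.21 each). The largest adjusted p of these 12 comparisons was 1.42e-07 from limma, for GREM1 against pancreas. On the 24 arrays of other tissues, TKTL1 lay below the array median on 23, GREM1 on 18 and CD8A on 6. The fold changes of TKTL1 and GREM1 are thus mostly taken over values near background. SNAP25 was not analysed here because no probeset carried its symbol.

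**Figure D6:**
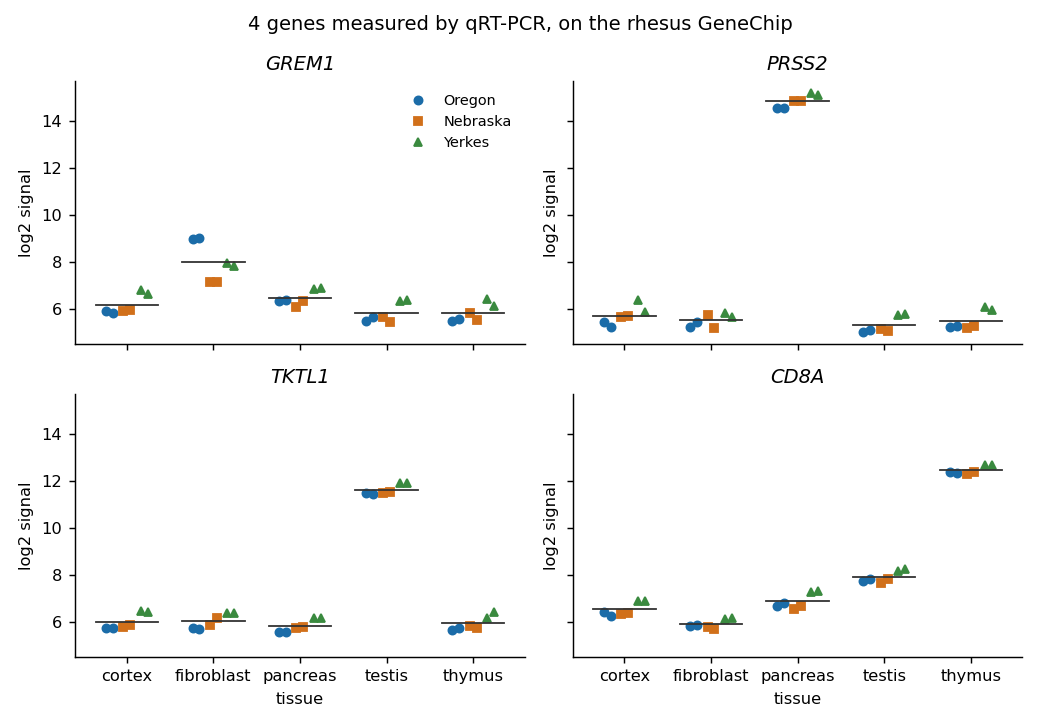
Log2 signal (y axis) of GREM1, PRSS2, TKTL1 and CD8A on each of the 30 arrays by tissue (x axis) and center, with the mean of each tissue as a line. GREM1 in fibroblast lies between 7.15 and 9.04 and the other 3 genes stand apart from every other tissue at each center.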

All fold change measurements from the qRT-PCR assay were considerably larger than 0, indicating each of the selected genes was highly expressed in one of five tissues.

For all 5 genes, the qPCR and GeneChip results were in agreement with regard to differential expression between tissues. 

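Each of the 4 genes measured was highest in the tissue it was chosen for at every center. The mean log2 fold change over the other tissues was 1.94 for GREM1 (SE 0.17, adjusted p = 8.18e-12 from limma), 5.67 for TKTL1 (SE 0.05, adjusted p = 8.71e-38) and 5.63 for CD8A (SE 0.05, adjusted p = 4.03e-38). On the probeset used, GREM1 depended on the center, with 3.19 at Oregon, 1.31 at Nebraska and 1.32 at Yerkes. The adjusted p of its tissue by center interaction was 4.97e-08 from limma. Probesets without a symbol were not considered. The other GREM1 probeset gave -0.09 (SE 0.06), and the mean of both 0.93. The other TKTL1 probeset gave 4.17 (SE 0.08) and the other CD8A probeset 5.59 (SE 0.07). CD8A in testis, at 7.93 ± 0.25 (SD, n = 6 arrays), was above the other tissues outside thymus. The qRT-PCR values were not analysed here. From the shared direction of both methods the paper concludes that the GeneChip gives valid information.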

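PRSS2, a trypsinogen made by acinar cells, was at 14.84 ± 0.26 (SD, n = 6 arrays) in pancreas and between 5.33 in testis and 5.73 in cerebral cortex elsewhere. Its log2 fold change was 9.11 over cerebral cortex, 9.32 over fibroblast, 9.51 over testis and 9.32 over thymus (SE 0.09 each), with a mean of 9.31 (SE 0.07, adjusted p = 1.63e-39 from limma). The other two PRSS2 probesets gave means of 9.22 (SE 0.10) and 9.29 (SE 0.07). Computed from mean linear signals, the log2 ratio was 9.29 for PRSS2, 5.65 for TKTL1, 5.62 for CD8A and 2.10 for GREM1. The PRSS2 probeset may share probes with other trypsinogen genes. It was the highest probeset on all 6 pancreas arrays and below the array median on the other 24, so its fold change compares the top of the scale with values near background.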

With respect to each individual gene, on the average, the largest fold change measurements from the Affymetrix rhesus array occurred in the gene PRSS2, which was also consistent with the results from the qRT-PCR results. In most cases, the fold change measurements from the qRT-PCR assay were larger than the corresponding ones from the Affymetrix rhesus array, which is often observed [16,17].

### Comparison of the rhesus GeneChip with the human GeneChip for studying gene expression in rhesus macaque samples

To determine how the rhesus GeneChip compares with a human GeneChip for detecting gene expression in rhesus samples, two samples (each) from the same rhesus macaque sources described above (cerebral cortex, fibroblast, pancreas, testis and thymus) were hybridized with the Affymetrix human (HGU133plus2.0) GeneChip. For every tissue and replicate, there was a much higher Percent Present call with the rhesus macaque GeneChip than with the human GeneChip (figure 7). The mean difference between the Percent Present calls with the rhesus macaque and human GeneChips was significant at the .001 level.

## Discussion

We assessed the reliability of the Affymetrix Rhesus Macaque GeneChip, between three laboratories using five tissues. The reliability of the Rhesus GeneChip was excellent; similar to the reported reliability of the human GeneChip [4]. This is important because macaques are in short supply and quite expensive. The proven reliability of the macaque GeneChip will facilitate large study designs utilizing animals from different centers.

We also assessed the validity of the rhesus GeneChip by comparing the expression patterns of a group of genes that were found to be differentially expressed in the GeneChip experiments with a qRT-PCR assay. The results indicate that the rhesus GeneChip yields accurate and valid data. This is important because the design of this GeneChip was unique. The sequences that were used to choose the probes were almost all genomic. The results from this study validate the idea that, in closely related species, probes from last exons can be successfully used. Exhaustive, expensive EST projects are not necessary to create genome wide gene chips when last exons of the target species can be identified.

The development of a reliable, valid rhesus macaque GeneChip should facilitate many important studies. Our results indicate that using the rhesus GeneChip with rhesus samples represents a significant improvement over use of the human GeneChip. It is expected that researchers in the fields of AIDS, vaccine development, transplant biology, stem cell/reproductive biology and the neurosciences will be able to use the rhesus macaque GeneChip to make important breakthroughs.

## Conclusion

The rhesus macaque GeneChip is reliable across centers and is a valid tool for measuring gene expression. It offers significant advantages in sensitivity as compared to the human GeneChip for expression analysis.

## Methods

### RNA isolation and GeneChip hybridization

The RNA samples were extracted from four tissues and one cell line of rhesus macaques: immortalized fibroblasts (Nebraska), cerebral cortex (Yerkes), pancreas (Oregon), testis (Oregon) and thymus (Oregon). Two aliquots of each RNA sample were distributed to each of three centers: Oregon National Primate Research Center, Yerkes National Primate Research Center and the University of Nebraska Medical Center. Each center labeled and hybridized samples using standard Affymetrix protocols. The Rhesus Macaque Genome GeneChip that consists of over 52,000 probe sets (Affymetrix, Santa Clara, CA) was used for all hybridizations. A total of 30 hybridizations were performed (three centers x five samples x two replicates) using Affymetrix reagents (Affymetrix). In addition, two aliquots of each sample were hybridized with the human GeneChip (HGU133plus2.0).

Total RNA was extracted from these tissues using Trizol Reagent (Invitrogen, Carlsbad, CA) as described by the manufacturer: fibroblast, pancreas, thymus, testis, and cerebral cortex. RNA was treated with DNase 1 (Invitrogen) and followed by a cleanup procedure using Qiagen RNeasy mini kit (Qiagen, Valencia, CA) according to the manufacturer's protocols. The RNA quality was assessed using an Agilent 2100 Bioanalyzer and RNA 6000 Nano LabChips (Agilent, Palo Alto, CA). All RNA samples showed a 260/280 ratio between 1.8 and 2.0 and 28S:18S ratio of 1.5 and higher. Target RNA labeling, hybridization and post-hybridization processing were performed following the Affymetrix GeneChip Expression Analysis manuals (Affymetrix). The 5 μg of RNA sample was first reverse-transcribed using T7-Oligo(dT) Promoter Primer and SuperScript II in the first-strand cDNAs synthesis reaction. Following RNase H-mediated second-stranded cDNA synthesis, the double-stranded cDNAs were purified by use of a GeneChip sample clean-up module and served as templates in the generation of biotinylated complementary RNAs (cRNAs) in the presence of T7 RNA Polymerase and a biotinylated nucleotide analog/ribonucleotide mix by in vitro transcription (IVT) reaction. The biotinylated cRNAs were cleaned up, fragmented, and hybridized to the rhesus macaque expression arrays at 45°C for 16 h with constant rotation at 60 rpm. The microarrays were washed and stained with Affymetrix fluidics stations and scanned on Affymetrix scanner 3000. The images were processed to collect raw data with GeneChip Operating Software (GCOS).

### Affymetrix GeneChip preprocessing

We exported .cel files from Affymetrix GCOS software and preprocessed them with robust multiarray analysis (RMA) [18]. Three steps were taken to process the probe-level data of the Affymetrix oligo arrays: background correction, normalization and probe-level summarization at the log2-scale. Instead of the default RMA background correction, we used MAS 5.0 (Affymetrix) to correct for background because, in our experience, probe-level intensities are more normally distributed after MAS 5.0 background correction. Quantile normalization was applied to arrays from each Center separately to control for variation in hybridizations at the different Centers. Intensity values from all 30 arrays were combined and summarized by RMA to extract probeset-level data. Data quality was assessed using the *affy *Bioconductor package [19]. The raw data (30 .CEL files) has been uploaded to th GEO repository [20] (GEO accession number is GSE7094).

### Quality assessment

Various quality assessment measures were calculated to assess the quality of the experiments, some of which were outputted from Affymetrix GCOS/MAS 5.0, such as the background levels, the range of the present percentage, the scaling factor values, the 3'/5' ratios of housekeeping genes (e.g., β-actin, GAPDH), and the signal intensities of spike-in hybridization controls. Two byproducts from RMA --- RNA degradation indices and NUSE values --- were also used to assess the quality of the experiments [21].

The scaling factor is the amount of scaling applied to the values for each array to make its intensity mean equal to a pre-specified value, which is called Target intensity value (TGT); the default value is usually 100. In practice, the trimmed (e.g., 0.02) intensity mean is commonly computed for each experiment. The assumption behind SF is that gene expression does not change significantly for the vast majority of transcripts in an experiment. Affymetrix suggests that the SF values for the arrays should be within 3-fold of each another. There are a variety of reasons for an array's SF value to deviate from the others, such as the quality and amount of starting material, issues with RNA labeling and scanning, and issues with array manufacture.

NUSE is calculated by standardizing RMA-estimated standard errors across arrays. In this way, the differences in variability between probesets can be adjusted and the boxplot of these standardized values can be used to compare chip qualities [21].

### Correlation analysis

The rank-based Spearman correlation coefficient was computed to quantify the degree of similarity between each pair of arrays. The results were visualized with a heat map plot. This plot was generated using the Bioconductor library *affyQCReport*.

### Identification of differentially expressed genes

To identify genes that are differentially expressed among five tissues, we conducted "significance analysis of microarrays" (SAM) proposed by Tusher, Tibshirani and Chu [12]. SAM is a supervised learning program for cDNA and oligo microarrays. It identifies genes with statistically significant changes in expression by assimilating a set of gene-specific t-tests, while the standard deviation is adjusted by adding a small positive constant to ensure that the variance of the calculated score is independent of gene expression. To account for the multiple comparisons and overcome the difficulties of having few replicates, SAM performs a random permutation among experiments and sets up a cut-off threshold (e.g., at 5%) to identify the significant genes. For the cut-off threshold, SAM estimates the false discovery rate (FDR) by counting the number of random-permutated genes which exceeds the cut-off threshold in the original setting.

### Quantitative real-time PCR

Real time PCR reactions were performed on an ABI 7500 PCR Thermal Cycler using RQ (Relative Quantitation) software (Applied Biosystems, Foster City, CA, USA). The reaction mix contained 1 μg of cDNA, 900 nM primers (ABI) and 250 nM probe (ABI), and 25 μl of TaqMan Universal PCR Master Mix (ABI) which contains AmpliTaq Gold DNA Polymerase, giving a final volume of 50 μl. The thermal cycler conditions were as follows: two initial steps: 2 minutes @ 50°C, 10 minutes @ 95°C, Cycling conditions: 40 cycles of 15 seconds @ 95°C and 1 minute @ 60°C. All mRNA expression values were normalized to GAPDH. Primer and probe sequences for genes being screened are as follows:

All of the above primer and probe sequences were generated and prepared by ABI custom gene expression assay service using rhesus macaque mRNA sequences.

### Percent present computation

The Affymetrix MAS 5.0 algorithm was used to generate the detection call information for each probe set, where the Affymetrix default values (0.15, 0.04 and 0.06) were used for parameters tau, alpha1 and alpha2, respectively. Percent present for each array was computed as the number of probesets called Present out of the total number of probesets.

## Authors' contributions

FD analyzed the data and wrote the paper. ERS supervised data collection at the Oregon center and contributed to the writing of the paper. YHL supervised data collection at the Yerkes center and contributed to the writing of the paper. RBN organized the project, supervised data collection at the Nebraska center and contributed to the writing of the paper. All authors read and approved the final manuscript.

## Figures and Tables

**Figure 1:**
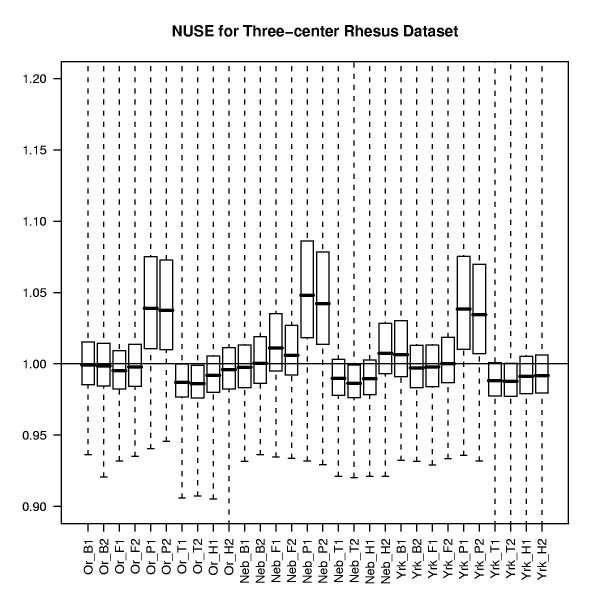
**NUSE boxplot. **After RMA preprocessing, the standard errors were standardized across arrays and then plotted to assess the data quality. x axis: the first letter "Or, Neb and Yrk" stands for three laboratories from the centers of Oregon, Nebraska and Yerkes, respectively. The second letter "B, F, P, T, H" represents the tissues of Brain (Cerebral Cortex), Fibroblast, Pancreas, Testis and Thymus, respectively. The third letter "1 and 2" are the two replicated measurements for each RNA extract.

**Figure 2:**
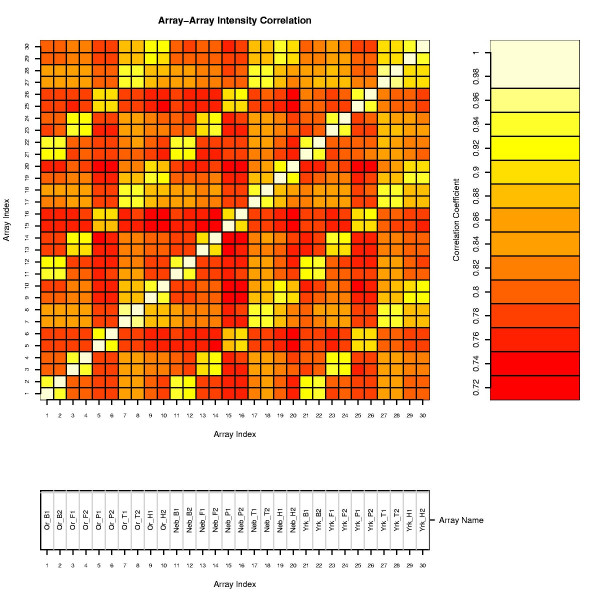
**Heat Map Plot of Array-array Correlation Coefficients. **The Spearman correlation coefficient was computed to quantify the degree of similarity between each pair of arrays. For the array name, "Or, Neb and Yrk" stands for three laboratories from the centers of Oregon, Nebraska and Yerkes, respectively while "B, F, P, T, H" represent the tissues of Cortex, Fibroblast, Pancreas, Testis and Thymus, respectively. "1 and 2" are the two replicated measurements for each RNA extract.

**Figure 3:**
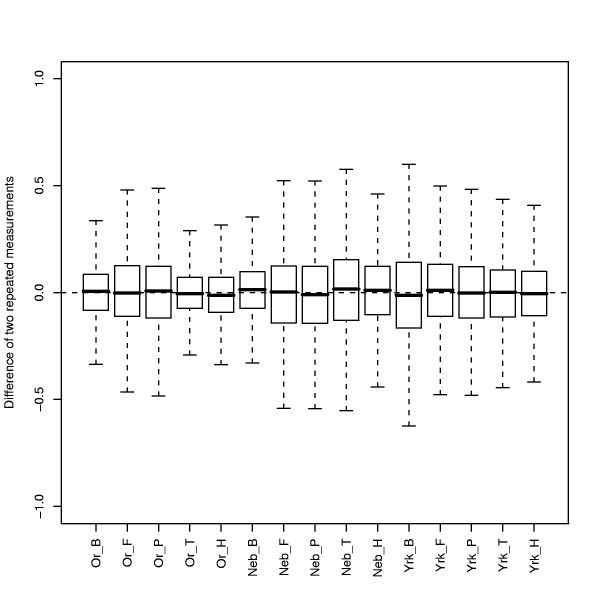
**Boxplot of the difference between sample replicates**. After RMA preprocessing, probeset signal differences between sample replicates were plotted to assesss precision. x axis: the first letters "Or, Neb and Yrk" stand for three laboratories from the centers of Oregon, Nebraska and Yerkes, respectively. The second letters "B, F, P, T, H" represent Brain (Cerebral Cortex), Fibroblast, Pancreas, Testis and Thymus, respectively.

**Figure 4:**
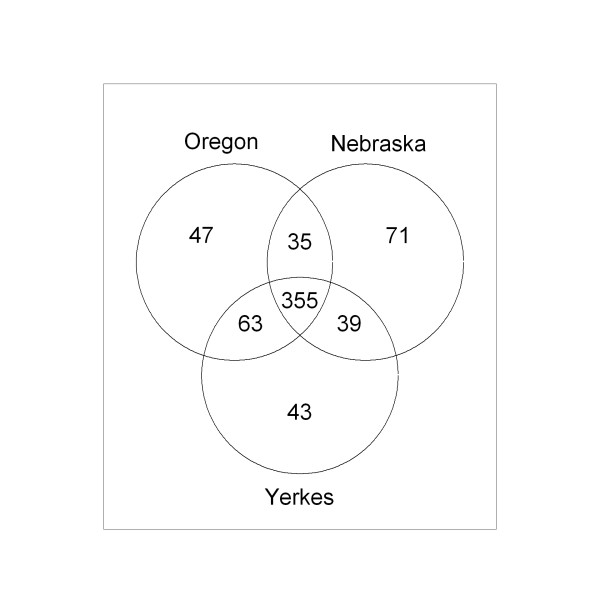
**Venn diagram of the 500 most differentially expressed genes across three laboratories. **The SAM algorithm was applied to arrays from each laboratory, preprocessed by RMA, to select the 500 most differentially expressed genes for each center. This Venn diagram shows the number of genes that were found in common among the centers.

**Figure 5:**
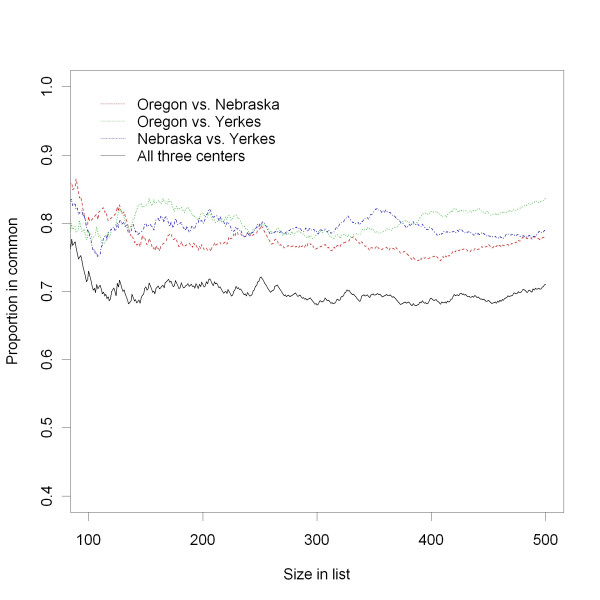
**Pairwise CAT plot. **Each of the dashed lines represents CAT curves that indicate the agreement between pairs of laboratories while the solid line indicates the agreement across alll three laboratories. These results were obtained by plotting the proportion of common genes between laboratories (Y axis) and the number of differentially expressed genes (X axis).

**Figure 6:**
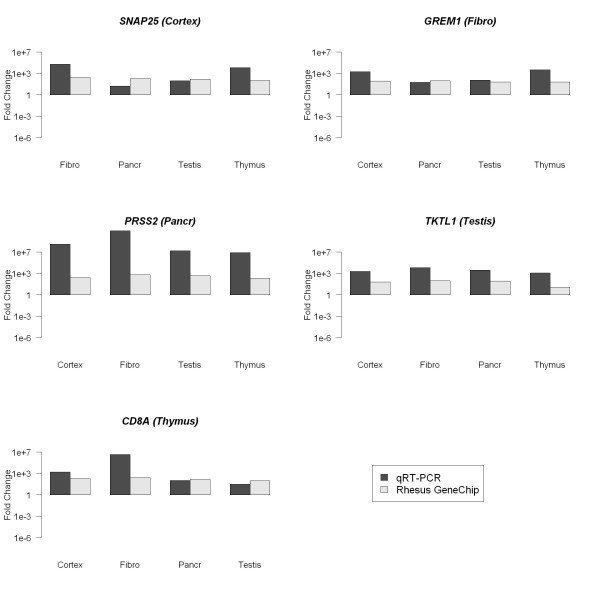
**Agreement within genes for fold changes determined by Affymetrix rhesus GeneChip and quantitative real-time PCR. **The "rhesus-array Fold Change" is defined as: Mean Signal of the target gene in its exclusively-expressed tissue/Mean Signal of the target gene in the other tissue, while the gene signal was estimated from the Affymetrix rhesus arrays. The "qRT-PCR Fold change" is defined as: 2^ΔΔCt ^ΔΔCt = (Ct of the target gene in its exclusively-expressed tissue – Ct of the control gene in its exclusively-expressed tissue) – (Ct of the target gene in the other tissue – Ct of the control gene in the other tissue), while the threshold cycle (Ct) was the average value from five replicates from the qRT-PCR assay. Please note the Ct value of the gene PRSS2 in the tissue of Fibroblast was missing due to the undetermined readings. Thus, the maximum cycle number 40 was assigned to approximate the value.

**Figure 7:**
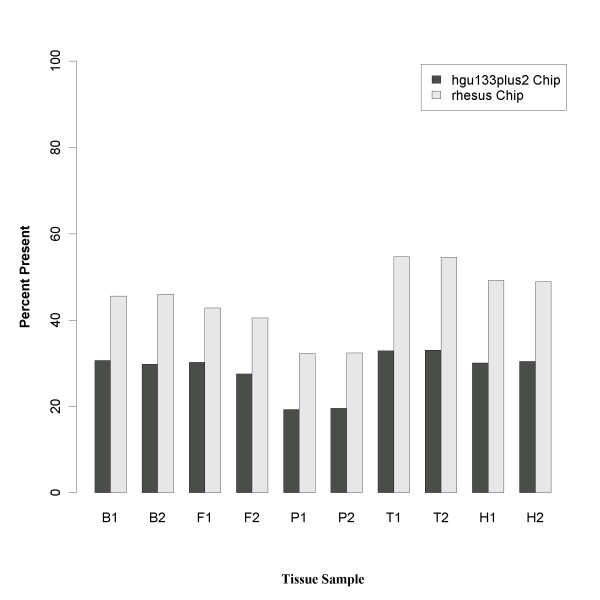
**Comparison of Percent Present calls of rhesus samples hybridized with human and rhesus macaque GeneChips. **Percent Present called after hybridization of the rhesus samples with the human Affymetrix GeneChip (hgu133plus2) (dark bars) and the rhesus macaque GeneChip (light bars). Y – axis indicates the percent of total probesets scored present using the standard Affymetrix default parameters. X – axis indicates the results obtained with each rhesus macaque sample. "B, F, P, T, H" represent Brain (Cerebral Cortex), Fibroblast, Pancreas, Testis and Thymus, respectively. Numbers represent each of two replicates for each tissue sample.

**Table 1:** Scaling factors (SF) of 30 arrays hybridized to Affymetrix GeneChips. Table 1 presents the scaling factors (SF) of all 30 arrays, where SF was calculated by setting up the Target Intensity (TGT) to be 100.

Oregon	Array	Cor1	Cor2	Fib1	Fib2	Pan1	Pan2	Tes1	Tes1	Thy1	Thy2
	SF	1.29	1.19	0.96	1.22	3.60	3.54	0.91	0.95	1.05	1.04
Nebraska	Array	Br1	Br2	Fib1	Fib2	Pan1	Pan2	Tes1	Tes1	Thy1	Thy2
	SF	0.92	1.09	1.05	1.20	4.58	3.88	0.94	0.77	1.28	1.27
Yerkes	Array	Br1	Br2	Fib1	Fib2	Pan1	Pan2	Tes1	Tes1	Thy1	Thy2
	SF	1.13	0.84	0.65	1.09	1.75	2.13	0.89	0.75	0.92	0.80

Cor = cererbral cortex, Fib = fibroblast, Pan = pancreas, Tes = testis and Thy = thymus. 1 and 2 are two technical replicates.

**Table 2:** 

Gene	
SNAP25	Forward primer
	TGCTGTGAAACAGTGTGGATGTAAA
	Reverse primer
	GCAACAAAGAATTGTACTGATAACAAACCA
	Probe
	ACTAACCACCATTTCCC
TKTL1	Forward primer
	GAATTGTAGATTGCAGTAGCCTAGGT
	Reverse primer
	GGAACAGCGGTAGGTGTCATG
	Probe
	CCACAGCACAATAACA
PRSS2	Forward primer
	GCTGAGTGTGAAGCCTCCTA
	Reverse primer
	AGGAAGCCCACACAGAACATG
	Probe
	TTGCTGGTAATCTTCC
CD8A	Forward primer
	GGCAGACCTGACTCTCTTAAGGA
	Reverse primer
	CAGGCATTGCTTGTACCATACTGTA
	Probe
	CTGCTGTCCCAAACAC
GREM1	Forward primer
	TGCAGATTTGGCTCAAGTAAAGAGA
	Reverse primer
	GCTGTGCTTTTAGGGTAGTTATGCT
	Probe
	CTCCACTGGAATAACC

How the deposited data were processed for this re-analysis (not part of the article)

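RNA from cerebral cortex, immortalized fibroblasts, pancreas, testis and thymus was measured with the rhesus macaque GeneChip at 3 centers, with 2 aliquots of each RNA per center. There was 1 RNA sample per tissue, so the 6 arrays of a tissue are technical replicates. The table holds log2 values of 52865 probesets on 30 arrays. As deposited by the authors, the log2 values had been background corrected with the MAS procedure, quantile normalized within each center and summarized over all 30 arrays by RMA, per the methods of the paper. The submitters' processing notes name RMA without a version. Arrays of a center had nearly the same mean, and the median over probesets was 6.01 at Oregon, 6.07 at Nebraska and 6.71 at Yerkes. Scaling factors, percent present calls, NUSE values, the human GeneChip and qRT-PCR were not analysed here.

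Gene symbols came from the probeset annotation, in which 24969 probesets have 1 symbol, 361 several and 27535 none, and no symbol was renamed. A gene was represented by its probeset with the highest mean over all arrays. Genes are named in the text by a rule set before the data were examined, together with the gene lists, the tests and the alternatives: the genes measured by qRT-PCR; for each tissue the 5 symbols with the largest difference from the highest other tissue among those called; from each list the members with the largest and the smallest such difference; the 5 symbols with the largest difference between centers; GAPDH, ACTB and the added controls; and the 10 symbols with the lowest sum of ranks in the lists of the 3 centers. The paper's genes had been seen in its text. Further members of the lists, such as SYCP1, AHSP, ALAS2, YWHAZ, HPRT1 and COL1A2, and the genes of germ cell stages and immature thymocytes were named after their values were seen. The lists covered neurons, glia, acinar, islet and duct cells, thymocytes, thymic epithelium, B and myeloid cells, germ cells, somatic cells of the testis, fibroblast matrix, cell cycle, red blood cells, immediate early and heat shock genes, housekeeping genes and sex-linked genes. Of the sex-linked list no gene was measured.

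Correlation between arrays was Spearman's over all probesets. The difference between pairs within and between tissues was tested by permuting tissue labels within each center, 100000 times. Exact permutation tests, all two-sided, compared relative log expression and the 3' minus 5' difference of GAPDH and ACTB. They also compared the IQR of differences between aliquots. Arrays, or pairs of aliquots, were exchanged as if independent, although those of a tissue came from 1 RNA. SAM's multiclass statistic was computed for each center on its 10 arrays with s0 estimated as in the SAM manual, and the 500 highest probesets of each center were compared. limma was fitted to all 30 arrays with tissue and center as terms. A probeset was called higher in a tissue when the largest of the 4 p-values against the other tissues, with all differences positive, had a Benjamini-Hochberg adjusted p under 0.05 over all probesets and each log2 difference was at least 2. Counts for gene lists carry no minimum difference unless one is given. The interaction of tissue and center and the differences between centers within a tissue, with a minimum of 1 on the log2 scale, came from a limma fit with a mean for each tissue and center. Variance was divided by sums of squares per probeset.

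The tests were run on simulated data. For thymus against every other tissue, simulated in 52865 probesets, limma recovered 100 of 100 probesets raised by 2.5 and called 0 of 52665 unchanged ones (tool: limma, 0 in any other tissue). For the tissue by center interaction, simulated in 52865 probesets, it recovered 193 of 200 shifts of 1.5 and called 12 of 52465 unchanged probesets. For fibroblast at Oregon against Nebraska, simulated in 52865 probesets, it recovered 199 of 200 shifts of 1.5. With 500 raised probesets among 52865, SAM ranked all 500 among the 500 highest at each of 3 simulated centers. This run held no more raised probesets than the list has places. It therefore does not address the choice among many differing probesets.

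The alternatives were Pearson correlation, the probesets in the upper part of mean signal, quantile normalization of all 30 arrays together, leaving out the control probesets, each aliquot, each array, each center or the pancreas arrays, other values of s0, limma's moderated F and the range of tissue means as ranking statistics, and models with no center term, with center as a random block (consensus correlation 0.831), with a replicate block or on the means of aliquots. Counts of tissue genes without the pancreas or the testis arrays were added after the values were seen. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.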

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

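The test for mature T cells, all tests on the poly-A controls, the tests on other splits of the samples and the removal of center offsets in the split of the interaction were chosen only after the results were seen, and the patterns weighed were found in the same data.

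Genes of the thymus were detected in the testis RNA, most of them outside the genes the paper discusses. Of 108 probesets at least 4 log2 units above cerebral cortex, fibroblast and pancreas in thymus, 98.1% lay above 1% of the thymus signal in testis, with a median of 3.09% (the highest median among the other 19 pairs of tissues was 1.86%). The share was similar at the 3 centers, where the lowest center's median was 0.876 of the highest, which argues against an entry of thymus RNA at 1 center only. Mature T cells of the testis are argued against by DNTT, RAG2, CD1A and CD1B, genes of immature thymocytes. Each was higher on every testis array than on those of cerebral cortex, fibroblast and pancreas from its center. CD1E, the other gene of the 5 tested, was higher too, but cannot count here, since it reached 10.71 in the highest of these tissues. PTCRA of the thymocyte list went the other way, at 6.76 in testis and 7.14 in pancreas. Thymus RNA carried into the testis RNA before it was divided may explain the raised thymus genes. CD1E, at 12.12 in testis and 11.96 in thymus, lies far above such a share and is left unexplained.

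Most genes of spermatids were near background in testis, although ZPBP, an acrosomal gene of the germ cell list, was 2.16 above every other tissue, while 22.7% of spermatogonial genes (5 of 22: TEX14, MAEL, TDRD1, TDRD9 and CTCFL) were raised by at least 1, a signal outside the genes the paper discusses. Of a list of 28 spermatid genes, limma called 0 raised by at least 1 in testis (0 at an unadjusted p under 0.05), and with no minimum MEIG1, at 0.36 (adjusted p = 0.0338, and 0.103 after quantile normalization of all 30 arrays). The share raised differed from that of the spermatogonial list (Fisher's exact test, p = 0.0124), and all 6 genes of the somatic list were raised. Most spermatogonial genes were not raised by 1 either. Among these, SOHLH2, PIWIL2, DMRTB1 and MAGEB1 were higher in testis by 0.48 to 0.80. UTF1 and NANOS2 did not pass, at 0.25 and 0.17. KIT, GFRA1, ID4, FGFR3, RET and UCHL1 lay below another tissue, with differences from -0.25 (GFRA1) to -4.38 (UCHL1). These values cannot decide whether the spermatid probesets measure their genes. Failing spermatid probesets would also give 0 raised genes beside raised genes in other lists, so this explanation stays open. A testis with few spermatids, as before puberty, could give 0 raised spermatid genes together with raised somatic genes, and the age of the animal was not used here, so this stays a hypothesis.

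The poly-A controls lay 3.00 log2 units lower at Oregon than at the other centers, a signal in probesets the paper does not report. Weaker hybridization of every target is argued against by the hybridization controls, whose gap was 0.23 of that of the poly-A controls. Weaker labeling of every target is argued against by the probesets at 9 or more at the other centers, whose median gap at Oregon was 0.18 to 0.31 per tissue, at most 0.10 of that of the poly-A controls. At Oregon the poly-A controls differed from the Trpn control by -0.06, which is consistent with controls that were not added before labeling there. No biological explanation was tested.

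Other results are given as values. Cerebral cortex aliquot 1 at Yerkes had an IQR of relative log expression of 0.653, far from the other 5 arrays of its tissue, as 1 of 24 groups tested, of which chance marks about 1 in 20. The interaction of tissue and center was called in 14964 probesets by a test of the difference between centers. In 100 splits with center labels regrouped within tissues, the real split included, 1 was as large (the real split itself) and the highest other gave 586, so chance can be excluded for these arrays in this form of the test. With the center offsets kept, as this test was run first, 4 of the 100 splits were as large and the highest other gave 32607, more than the real split, so splits that mix centers carry the offset between centers as a structure of the samples. The interaction was also called for GREM1 (adjusted p = 4.97e-08) and for 52 of 149 named genes. For the genes of each tissue, 1 of 100 splits was as large, the real one, with 1028 probesets in cerebral cortex, 430 in fibroblast, 216 in pancreas, 166 in testis and 520 in thymus, and the highest other split gave 0 by limma in each case (0 with no minimum difference, and at an unadjusted p under 0.05 up to 1, 175, 85, 89 and 98), so chance can be excluded for these arrays, which are aliquots of 1 RNA per tissue. Signals in probesets the paper does not report were these. Of 4 ribosomal RNA probesets, 1 was at 7.60 at Oregon and 11.46 and 11.53 at Nebraska and Yerkes. Another was at 8.36, 9.80 and 10.24, and the remaining ones at 9.67, 9.77 and 10.61 and at 6.20, 6.25 and 7.03. Of 6 mitochondrial probesets, those numbered 3 and 6 were 5.17 and 4.94 lower in cerebral cortex than in the next lowest tissue. A further 3 were lower there by 1.69, 0.50 and 0.27. The size of the 1.69 depended on the center (adjusted p of the tissue by center interaction 2.55e-07 from limma). For this probeset cerebral cortex was at 9.53, 9.54 and 10.22 at Oregon, Nebraska and Yerkes. Fibroblast, the next lowest tissue, was at 12.65, 10.3 and 11.4. The 0.27 came from Oregon, where that probeset was at 11.22 in cerebral cortex and 11.38 in thymus. At Nebraska and Yerkes it was at 14.15 and 14.43 in cerebral cortex and lower in pancreas, at 13.96 and 14.33. Its tissue by center interaction had an adjusted p of 3.63e-12 from limma. The last mitochondrial probeset was higher in cerebral cortex than in every other tissue by 0.83 (adjusted p = 0.00208 from limma). Of 59 reporter control probesets, 1 was 2.53 (SE 0.09) higher in fibroblast than in every other tissue. PLA2G1B was at 11.51 ± 0.23 (SD, n = 6 arrays) in testis.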

How the results depend on the processing

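The counts of tissue genes without the pancreas or the testis arrays were chosen after the results were seen. Of 279 comparisons of a result with an alternative, 249 stayed on the same side of their test or close to the reported value. Another 28 moved further and 2 no longer passed their test. None changed direction, which a count cannot do. Some comparisons could not move, since leaving out an array of 1 center cannot change the overlap of the other centers. The counts of tissue genes were also identical with no center term, with either block and on the means of aliquots. Of 889 comparisons for single genes, those named in the text among them, 857 kept their call, 28 lost it and 4 gained it. The calls of AIRE, GAPDH and MEIG1 were lost in 5 comparisons each, and those of ASF1A and COL5A2 in 3 each. The calls of ACR, AHSP, ALAS2, ATF3, ODF1, PPM1K and PRM1 were lost without a center term, with their differences unchanged. In the upper part of mean signal the smallest correlation was 0.342, the correlation of pancreas pairs across centers 0.930, the median IQR between aliquots 0.178, the share of variance from tissue 74.7%, the probesets higher in cerebral cortex, pancreas and testis 602, 125 and 104, and those differing between centers 669. After quantile normalization of all 30 arrays the share of variance from tissue was 79.3%, the probesets differing between centers 275, and the 3' minus 5' difference of pancreas 0.705 (exact permutation p = 0.0597). With Pearson correlation the smallest coefficient was 0.668 and that of pancreas pairs 0.966. Without 1 of the aliquots the smallest coefficient was 0.697 to 0.713. Taken from the median of the same tissue, the IQR of relative log expression in pancreas was 0.260 (exact permutation p = 0.934), since this reference removes the difference between tissues. With s0 at 0, the lists of all 3 centers, Oregon and Nebraska, Oregon and Yerkes, and Nebraska and Yerkes shared 37, 80, 117 and 105 probesets and the mean agreement was 0.044. With s0 at the median the 3 centers shared 203 and the mean agreement was 0.357, and with limma's moderated F 216 and 0.375, while without any 1 array they shared 292 to 350. With no minimum difference, 5177, 4750, 11574, 3168 and 5750 probesets were higher in cerebral cortex, fibroblast, pancreas, testis and thymus. The count of pancreas is limited by the higher medians of its arrays. Without the pancreas arrays the share of variance from tissue was 41.7% and that from center 44.3%, so center then lay above tissue. The cause of the other shifts was not tested. Of 30 correlations of deviations between same-numbered arrays of a center, 3 were over 0.1 (-0.30 to 0.35). These 3 were all at Yerkes, among cerebral cortex, testis and thymus (0.35, 0.22 and 0.163). Fibroblast at Yerkes gave -0.304, -0.225 and -0.198 with cerebral cortex, testis and thymus. At Oregon and Nebraska the values were -0.059 to 0.093, so the aliquot numbers did not pair the samples there. A structure shared by aliquot number at Yerkes was not tested. With a replicate block in place of center, the counts of tissue genes were 1028, 430, 216, 166 and 520, as in the main model. With a replicate block the interaction count was 13886 and the center count 1153.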

Differences from the paper's values

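No test in this part was chosen after the results were seen. The smallest array-array correlation was 0.691, and the paper's value is 0.72. Of the alternatives set before the data were examined, leaving out replicate 1 came closest to the paper's value, at 0.713. Pearson correlation (0.668), the upper part of mean signal (0.342) and quantile normalization of all 30 arrays (0.691) lay further from it. So did leaving out the control probesets (0.690) and leaving out replicate 2 (0.697).

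For GREM1 the mean log2 fold change was 1.94, and the paper's value is about 6.1 in Fig. 6, read by eye. None of the alternatives came within the error of it: the mean of both probesets gave 0.93, linear signals 2.10, quantile normalization of all 30 arrays 1.84, the replicate block 1.94, and leaving out Oregon, Nebraska or Yerkes 1.31, 2.26 and 2.25. GREM1 lay below the array median on 18 of the 24 arrays of other tissues, so its fold change is taken over values near background. For PRSS2 the mean was 9.31, and the paper's value is about 8.6 in Fig. 6, read by eye. Quantile normalization of all 30 arrays gave 9.00, within the reading error of 0.5, and the mean of all probesets (9.28), linear signals (9.29), the replicate block (9.31) and leaving out Oregon, Nebraska or Yerkes (9.32, 9.24 and 9.37) did not. The PRSS2 probeset was the highest of each pancreas array and below the median of every other array, so the size of this difference is not interpreted. For CD8A the mean was 5.63, and the paper's value is about 7.4 in Fig. 6, read by eye. The mean of both probesets (5.61), linear signals (5.62), quantile normalization (5.48), the replicate block (5.63) and leaving out Oregon, Nebraska or Yerkes (5.61, 5.59 and 5.69) did not come within the reading error. The ticks of this figure's axis are evenly spaced but not evenly labelled, and the reading used the interval from its center to the next tick.

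Fig. 2 places its lowest coefficients between pancreas and thymus arrays, while here the lowest mean was 0.725, for cerebral cortex and thymus, with 0.752 for pancreas and thymus. The smallest coefficient between pancreas and thymus arrays was 0.721, close to the paper's smallest value of 0.72. The 355 probesets shared by all centers, the overlaps of 390, 418 and 394 between pairs of centers and the agreement at each list size matched the paper's values.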

Other observations

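No test in this part was chosen after the results were seen. Genes of dividing cells were highest in thymus. Of 11 cell cycle genes measured, all had their highest mean in thymus and 10 were higher there than in every other tissue (11 when adjusted over the list alone). Fibroblast was the next tissue for 10 of the 11 measured genes, TYMS among them, and testis for MCM2. MKI67 was 2.03 (SE 0.08) above fibroblast and TOP2A 1.79 (SE 0.12), while TYMS differed by 0.19 (adjusted p = 0.293) and passed after quantile normalization of all 30 arrays. Of 4 immediate early and heat shock genes, 3 were higher in 1 tissue (3 when adjusted over the list alone): FOS in fibroblast by 0.91 (SE 0.07), and HSPH1 and ATF3 in cerebral cortex by 0.76 and 0.44, where ATF3 no longer passed without a center term. DNAJB1 was at 9.55 in thymus and 9.54 in fibroblast.

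The meiotic genes SYCP1 and SYCP3 were higher in testis than in every other tissue by 1.66 (SE 0.13) and 0.88 (SE 0.14). The histocompatibility gene MAMU-DRA was at 12.44 ± 0.21 (SD, n = 6 arrays) in thymus and 10.15 in testis, and the B cell gene MS4A1 was 2.53 (SE 0.12) higher in thymus than in pancreas. The collagen genes COL1A1 and COL1A2 were at 13.17 and 13.81 in fibroblast and 11.68 and 12.43 in testis.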
